A study of Mus musculus with 6 samples.

How the data were processed

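Polyadenylated RNA from livers of F1 males was sequenced as 6 libraries, 3 in the control F1 group and 3 in the FR F1 group, and the group and replicate number of each library come from its title. The authors deposited 1 table of whole-number counts per gene and library for the series. The submitters' processing notes name STAR, StringTie, HTSeq and DESeq2 and the genome build mm10, with no versions, roles or order. The annotation release, the strand setting, the treatment of reads shared between genes and any removal of duplicate reads are not given in the sources used here. Per the labels, RNA was taken up in Trizol from frozen tissue, and the library kit is named as a TruSeq kit for DNA.

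Each column of the table was matched to a sample through the code in the sample's description. Of 53715 genes, 53620 were matched on the Ensembl ID to a symbol, using the GENCODE M21 annotation, and 51464 of the IDs carried the same version. No gene was removed for lacking a symbol, and 22785 genes had 0 counts in all libraries.

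Library totals ranged from 2279755 to 2730160 counts. In the edgeR fit the common dispersion was 0.0500, a coefficient of variation of 22.4% between replicates beyond counting error. Deposited counts of protein-coding genes rarely exceeded 1 count per base pair of transcript. Of 21769 protein-coding genes with a transcript of at least 300 base pairs, 13 exceeded 1 count per base pair of the longest transcript in any library, and the highest value was 1.16. Among all genes, 4 short non-coding RNA genes exceeded 1.25 in a library. The 10 most counted genes held 1.10% to 1.21% of each library. Fold changes of the most abundant genes could be understated for that reason, and their CPM need not be proportional to RNA amount; the labels record no step that would set such a ceiling.

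Raw counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its defaults, a minimum count of 10 and a minimum total of 15, which left 13022. TMM factors were used, and quasi-likelihood F tests (estimateDisp, glmQLFit, glmQLFTest) compared FR F1 with control F1, two-sided, with Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its absolute value divided by the square root of F. Replicates were compared by chi-square tests on counts, and all 6 pairs within a group differed beyond counting noise, with 4.29 to 14.6 per degree of freedom, so none was treated as a duplicate.

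The 39 gene lists, the design, the alternatives and the rule for named genes were fixed before the data were examined. Lists with at least 5 tested members, 35 in number, were tested with camera in limma 3.58.1 on log2 CPM with a preset correlation of 0.01, and also with an estimated correlation and with fry. Named genes were the 8 highest and 8 lowest log2 fold changes among changed genes with a mean CPM of at least 1 in either group, groups that do not overlap and a symbol other than a clone or model name. They were also up to 4 changed members of each list that was called or had at least 3 changed members (2 members by smallest p where none changed), the 2 most abundant members of called lists of other cell types, other tissues or quality, and 14 metabolic or imprinted genes fixed by name. Results of some of these genes are not reported here.

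On simulated data with the real means and library sizes, 30 of 100 genes changed 2-fold and 87 of 100 genes changed 4-fold were recovered among 13022, with 6 calls among unchanged genes. A list of 22 genes raised 1.5-fold in such data had an adjusted p of 5.9e-16, and 0 of the other lists were called. That result leaves untested how often lists are called when their genes vary together between libraries. With an estimated correlation 0 of the 35 lists passed on the real data.

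There were 21 alternatives planned, which were DESeq2 1.42.0, limma-voom with and without sample weights, a robust edgeR fit, 3 other scalings, 2 other filters, each library left out, a replicate block, 2 other thresholds, mitochondrial and Mup genes left out, and 2 other list tests. A further 2 were added after seeing the data and address the ceiling, leaving out 214 genes with at least 0.5 counts per base pair, or expanding counts toward an assumed ceiling of 1.25 counts per base pair. No library was left out of the comparison.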

Results

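Liver RNA from 8-week-old F1 males of the ICR strain, an outbred mouse stock, was sequenced as 3 control F1 libraries and 3 FR F1 libraries. The labels leave FR unexplained. They give the fathers' exposure as famine while the series title speaks of an overdiet, so the groups are called control F1 and FR F1 here. The comparison asks which liver transcripts differed between offspring of exposed fathers and control offspring. Total counts were 2377972, 2279755 and 2569934 in control replicates 1, 2 and 3, and 2670498, 2730160 and 2468857 in FR replicates 1, 2 and 3. Of the 53715 genes listed, 13022 had enough counts to be tested. Positions below are on mm10, from the GENCODE M21 annotation of the same assembly.

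In FR F1 livers the circadian clock genes Arntl, Npas2 and Nfil3 were higher and Per3, Per2, Noct and Usp2 lower than in control F1 livers. The acute phase genes Lcn2, Saa2, Orm2 and Orm3, the haem synthesis gene Alas1 and the cytochrome P450 genes Cyp2a5, Cyp2g1 and Cyp21a1 were lower. Of the genes tested, 109 changed, with 51 higher and 58 lower in FR F1 livers (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05, n = 3 per group). At an unadjusted p under 0.05 there were 2331 genes, where 651.1 are expected by chance. The median absolute log2 fold change of the 109 was 1.65, and 94 of them differed at least 2-fold. In all 109 the FR F1 libraries lay wholly above or wholly below the control F1 libraries, an arrangement found in 25.7% of tested genes where 10% arise by chance. Protein-coding genes made up 94 of the 109, and 21 have only clone or model names and are not named. In the same libraries, markers of the sinusoidal endothelium had a median log2 fold change of 1.01.

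Arntl, which encodes the clock activator BMAL1 (ENSMUSG00000055116.8, chromosome 7, 113207465 to 113314126), rose from 5.67 ± 2.19 in control F1 to 51.5 ± 7.06 CPM in FR F1 livers (TMM-normalised CPM, mean ± SD, n = 3 per group), a log2 fold change of 3.18 ± 0.29 (SE, adjusted p = 0.00579). Npas2, which encodes a partner of BMAL1, rose by 3.41 ± 0.54 (adjusted p = 0.0385), and Nfil3, a repressor of D-box genes, by 1.57 ± 0.23 (adjusted p = 0.0374). The repressor gene Per3 (ENSMUSG00000028957.12, chromosome 4, 151003652 to 151044665) went from 209 ± 56.8 to 23.2 ± 12.6 CPM, a log2 fold change of -3.18 ± 0.38 (adjusted p = 0.0201). Noct, a rhythmic gene of the deadenylase family, changed by -1.93 ± 0.28 (adjusted p = 0.0323), and Usp2, a rhythmic deubiquitinase gene, by -3.66 ± 0.56 (adjusted p = 0.0385). The repressor gene Per2, chosen for naming after its values were seen, changed by -1.60 ± 0.25 (adjusted p = 0.0385).

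Of the 21 clock genes tested, 3 rose, 4 fell and 14 did not pass. Adjusted over the list alone, 5 were higher and 14 lower. The list as a whole was called lower (camera, adjusted p = 0.00937), with a median log2 fold change of -0.90. The adjusted p was 0.927 with an estimated correlation and 0.0996 without control replicate 1, in a range of 0.000113 to 0.927 over the alternatives. Clock genes of the Arntl phase, 6 in number, had a median of 1.35, and the 11 of the Per phase had -1.77. The direction of the list call therefore depends on how many members each phase has, and does not show a clock lowered as a whole.

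**Figure D1:**
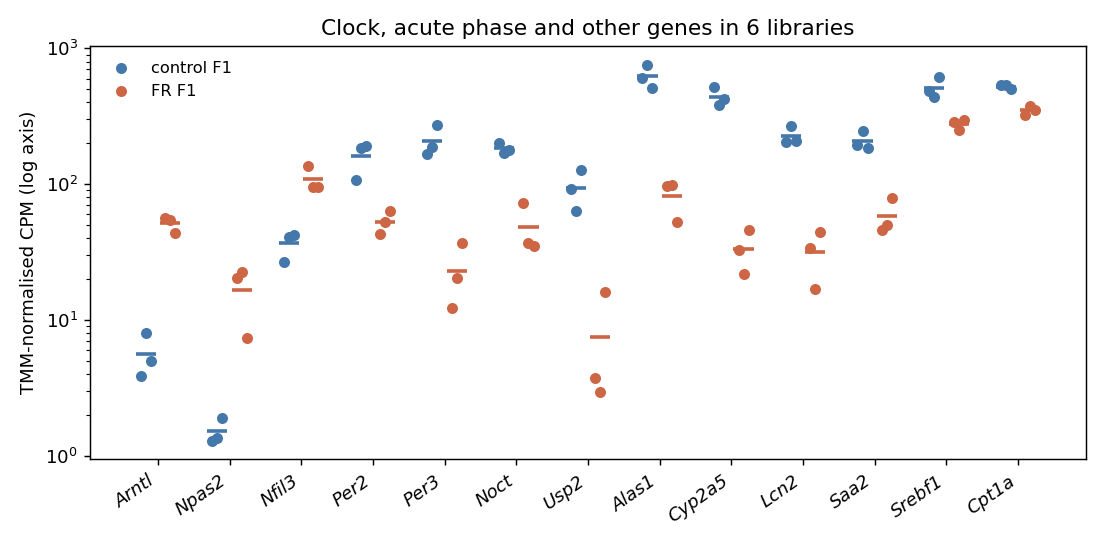
Expression of 13 genes in each of the 6 libraries as TMM-normalised CPM on a log axis, with points for single libraries and bars for the mean of the 3 control F1 (blue) or 3 FR F1 (orange) libraries. In each gene shown the groups do not overlap, from Arntl at 5.67 CPM in control F1 against 51.5 CPM in FR F1 livers to Cpt1a at 523 against 350 CPM.

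Cyp2a5, a coumarin hydroxylase gene (ENSMUSG00000005547.14, chromosome 7, 26835305 to 26843548), went from 442 ± 70.2 to 33.5 ± 12.1 CPM, a log2 fold change of -3.72 ± 0.26 (adjusted p = 0.00237). Its neighbour Cyp2g1 (ENSMUSG00000049685.8, chromosome 7, 26808892 to 26821205) had 95, 45 and 79 counts in the control F1 libraries and 0 in each FR F1 library. Against a floor of 3 counts over the FR F1 group, it was at least 80.6-fold lower (adjusted p = 0.0145), a bound that covers counting error only. Cyp21a1, a steroid 21-hydroxylase gene, changed by -3.15 ± 0.23 (adjusted p = 0.00237). Alas1, the rate-limiting enzyme gene of hepatic haem synthesis (ENSMUSG00000032786.16, chromosome 9, 106233455 to 106248654), went from 623 ± 127 to 82.6 ± 26.1 CPM, a log2 fold change of -2.91 ± 0.26 (adjusted p = 0.00579). Values of Cyp2a5, Cyp2g1, Cyp21a1, Saa2, Orm2 and Orm3 are uncertain in that reads can be shared with close paralogs or pseudogenes, and how the counting treated such reads is not given in the sources used here. Whether the time of collection, which the labels do not give, contributed to the decreases of Cyp2a5 and Alas1 was not tested.

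Other large decreases were those of Mfsd2a, a transporter gene for lysophosphatidylcholine, at -3.87 ± 0.57 (adjusted p = 0.0374), and Smyd1, a methyltransferase gene best known from muscle, at -3.51 ± 0.43 (adjusted p = 0.0201). The largest increase among genes with other than clone or model names was that of Scand1, from 1.27 ± 1.16 to 40.8 ± 7.03 CPM, a log2 fold change of 4.96 ± 0.45 (adjusted p = 0.00579). Scand1 (ENSMUSG00000046229.9, chromosome 2, 156311847 to 156312704) shares 307 of its 759 exonic base pairs with Cnbd2 on the other strand, whose log2 fold change was 1.61, and the strand setting of the counting is not given in the sources used here. The small heat shock protein gene Hspb1 rose by 2.73 ± 0.44 (adjusted p = 0.0404) and the Wnt agonist gene Rspo3 by 2.52 ± 0.41 (adjusted p = 0.0404). Cyyr1, Zfp503 and the integrin gene Itga8 rose by 2.84, 2.41 and 2.31 on the log2 scale, with adjusted p of 0.0323, 0.0456 and 0.0321. Whether a larger share of non-hepatocytes in the FR F1 samples raised Rspo3, Cyyr1, Zfp503 or Itga8 was not tested.

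Of 31 acute phase genes tested, which encode plasma proteins of the inflammatory response, 4 were lower in FR F1 livers and 27 did not pass. Lcn2, which encodes the iron-siderophore binder lipocalin 2, went from 226 ± 35.8 to 31.8 ± 13.8 CPM, a log2 fold change of -2.84 ± 0.31 (adjusted p = 0.0145). Saa2 changed by -1.83 ± 0.23 (adjusted p = 0.0226), Orm2 by -2.10 ± 0.33 (adjusted p = 0.0385) and Orm3 by -2.51 ± 0.40 (adjusted p = 0.0404). None rose (edgeR; 11 members had an unadjusted p under 0.05, and DESeq2 and limma-voom called 8 and 4). Adjusted over the list alone, 9 were lower and 1 higher. The list was called lower (camera, adjusted p = 0.000389), a call not held with an estimated correlation (adjusted p = 0.927), in a range of 1.1e-06 to 0.927 over the alternatives.

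Periportal hepatocyte genes, those of the zone nearest the portal vein, were called lower as a list (camera, adjusted p = 0.00551; adjusted p = 0.927 with an estimated correlation), with negative log2 fold changes in 16 of 17 and a median of -0.27. Aldh1b1, a mitochondrial aldehyde dehydrogenase gene, was the single member past the threshold, at -1.29 ± 0.16 (adjusted p = 0.0226). Adjusted over the list alone, 7 were lower and 1 higher. The adjusted p of the list was 0.177 without control replicate 1. Gluconeogenesis genes were called lower too (camera, adjusted p = 0.00937; adjusted p = 0.927 with an estimated correlation), with 0 of 14 members past the edgeR threshold, 6 at an unadjusted p under 0.05, and 3 lower adjusted over the list alone. DESeq2 called 3 of its members and limma-voom 0. The adjusted p for that list was also 0.177 without control replicate 1. Its members of smallest p were Sds, at -1.04 ± 0.21 (adjusted p = 0.0780), and Gpt2, at -0.70 ± 0.15 (adjusted p = 0.0804). On the other strand Sds shares 360 of its 1694 exonic base pairs with Plbd2, whose log2 fold change was -0.56, and 141 with an antisense gene model whose log2 fold change was -1.18. Both list calls ended when genes near a ceiling in the counts were left out, an alternative chosen after seeing the data (adjusted p = 0.150 for each). That alternative removed Sds and Pck1, which with Gpt2 were the 3 gluconeogenesis members lower over the list alone. The end of the gluconeogenesis call therefore does not show that the ceiling produced the decrease. Over the alternatives the adjusted p ranged from 0.000256 to 0.927 for the periportal list and from 0.000884 to 0.927 for gluconeogenesis.

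Among the metabolic regulators fixed for naming, Srebf1, the gene of the lipogenic transcription factor SREBP-1, fell from 515 ± 89.4 to 279 ± 23.8 CPM, a log2 fold change of -0.88 ± 0.14 (adjusted p = 0.0404). Cpt1a, the gate enzyme gene of mitochondrial fatty acid import, changed by -0.58 ± 0.10 (adjusted p = 0.0460). The other genes of that set given here did not pass. The log2 fold changes were -0.54 ± 0.11 for Pck1 (adjusted p = 0.0804), 0.01 ± 0.19 for G6pc, -0.26 ± 0.28 for Fasn and 0.07 ± 0.24 for Scd1. They were -0.34 ± 0.22 for Ppara, 0.31 ± 0.36 for Pparg, 0.17 ± 0.78 for Cd36 and 0.46 ± 0.33 for Igf1. The Cd36 value ranged from -0.38 to 1.82 over the alternatives, with 30.4, 6.76 and 1.53 CPM in control replicates 1, 2 and 3. Cyp7a1, the rate-limiting enzyme gene of bile acid synthesis, had -1.93 ± 0.47 (adjusted p = 0.112). The imprinted genes Igf2 and H19 had 0 and 15 counts in all libraries together and were not tested.

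Among marker lists of liver cells other than hepatocytes, 3 were called higher in FR F1 livers. They were those of the sinusoidal endothelium, of stellate cells and fibroblasts, and of B cells and plasma cells. Cholangiocyte markers did not pass, with a median of 0.54 and 2 of 5 negative (camera, adjusted p = 0.437). Nor did erythroid markers, with a median of 0.04 and 3 of 6 negative (camera, adjusted p = 0.906). The cholangiocyte result depended on the library left out. That list was called higher without control replicate 3 (camera, adjusted p = 0.0418), while the adjusted p was 0.918 without control replicate 1. All 17 sinusoidal endothelial genes had positive log2 fold changes, with a median of 1.01, and the list was called higher (camera, adjusted p = 7.4e-08; adjusted p = 0.927 with an estimated correlation). Over all genes 0 of the 17 passed with edgeR, 6 with DESeq2 and 1 with limma-voom, and 12 had an unadjusted p under 0.05 with edgeR. The adjusted p of the list ranged from 3.1e-11 to 0.927 over the alternatives. Adjusted over the list alone, 11 were higher and 0 lower. Tek, the angiopoietin receptor gene, had 1.88 ± 0.33 (adjusted p = 0.0504) and Gpr182 had 1.31 ± 0.27 (adjusted p = 0.0780). The most abundant members were Stab2, with 155 ± 9.28 CPM in control F1 and 160 ± 18.8 CPM in FR F1 livers, and Eng, with 105 ± 35.5 and 168 ± 16.0 CPM.

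Stellate cell and fibroblast genes were called higher (camera, adjusted p = 0.000308; adjusted p = 0.927 with an estimated correlation), with a median of 0.74 over 17 members and a range of adjusted p from 3.2e-06 to 0.927 over the alternatives. Pdgfra, a platelet-derived growth factor receptor gene, rose by 1.53 ± 0.26 (adjusted p = 0.0456). Adjusted over the list alone, 7 were higher and 1 lower. The abundant members Ecm1 and Dcn had log2 fold changes of 0.71 ± 0.22 (adjusted p = 0.176) and 1.07 ± 0.20 (adjusted p = 0.0588). B cell and plasma cell genes were called higher (camera, adjusted p = 0.0126; adjusted p = 0.927 with an estimated correlation), with positive values in all 9 tested, 0 past the edgeR threshold and 0 adjusted over the list alone. At an unadjusted p under 0.05 there were 2, and DESeq2 and limma-voom called 0. Jchain had 1.89 ± 0.61 (adjusted p = 0.182), Ighm 1.34 ± 0.46, Cd74 0.94 ± 0.46 and Igkc 0.38 ± 0.40. That call was lost without control replicate 2 (adjusted p = 0.0520) and without FR replicate 1 (adjusted p = 0.0584), in a range of 2.1e-05 to 0.927 over the alternatives. Kupffer cell and macrophage genes had a median of 0.42 over 16 members and did not pass (camera, adjusted p = 0.0565). They were called higher in 6 of 19 alternatives and not called in 13. The adjusted p was 0.000745 with the replicate block and 0.0148 without a filter on low counts. With limma-voom it was 0.04997, and 0.000702 with sample weights. Their adjusted p was 0.498 without control replicate 2, 0.00387 without control replicate 3 and 0.000687 without FR replicate 2, in a range of 0.000687 to 0.927 over the alternatives. The median log2 ratio of group mean CPM, with 0.5 added to each mean, for that list was 0.42 with all libraries and 0.18, 0.68 and 0.66 without those 3 in turn.

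**Figure D2:**
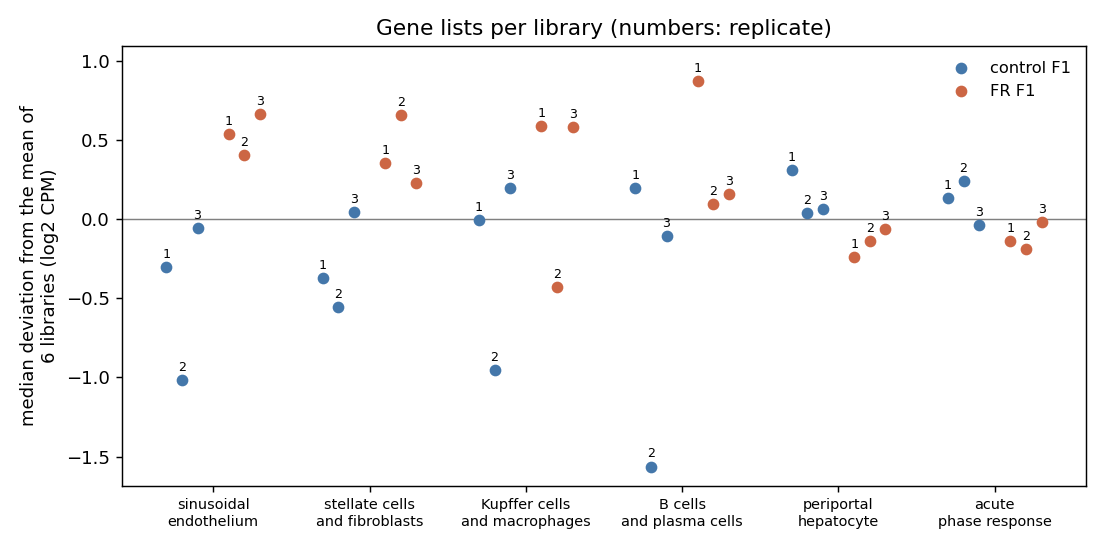
Median deviation of 6 gene lists in each library from the mean of the 6 libraries, in log2 CPM, with control F1 in blue, FR F1 in orange and the replicate number above each point. Control replicate 2 was lowest in the endothelial (-1.02), Kupffer cell (-0.96) and B cell (-1.56) lists.

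In all, 7 of the 35 lists with enough tested members passed with camera at the preset correlation, 3 higher and 4 lower. With an estimated correlation 0 passed, with 0 at an unadjusted p under 0.05, and with fry 0 passed, with 7 at an unadjusted p under 0.05. In fry's mixed form, which tests for change in either direction and does not compare a list with other genes, 21 of the 35 passed, the clock list among them (adjusted p = 0.00244). Among the lists that did not pass, 2 of 16 fatty acid synthesis genes were lower (camera, adjusted p = 0.431), as were 1 of 30 fatty acid oxidation genes (adjusted p = 0.789), 1 of 24 cholesterol genes (adjusted p = 0.786) and 2 of 26 xenobiotic metabolism genes (adjusted p = 0.766). Of the 20 one-carbon and DNA methylation genes, 1 was higher and 1 lower (camera, adjusted p = 0.995). The 16 imprinted genes tested had a median log2 fold change of 0.28 (camera, adjusted p = 0.252), with 0 called by edgeR, 5 at an unadjusted p under 0.05, 1 called by DESeq2 and 0 by limma-voom. The 23 insulin signalling genes had a median of -0.05 (camera, adjusted p = 0.783), with 0 called by edgeR, 5 at an unadjusted p under 0.05, 1 called by DESeq2 and 0 by limma-voom.

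Control replicate 3 stood apart in 2 abundant classes. Mitochondrially encoded genes took 0.101% of its counts against 0.282% to 0.352% in the other libraries, and major urinary protein genes took 0.0779% against 0.134% to 0.183%. Control replicate 1 correlated less on average with its own group than with FR F1 libraries (mean Pearson r of log2 CPM across genes, 0.921 against 0.941). Its lower mean came from control replicate 3, with r of 0.897. With control replicate 2 its r was 0.945, against 0.939, 0.944 and 0.940 with FR replicates 1, 2 and 3. Control replicate 3 had the lowest mean r with its own group, 0.915.

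The number of changed genes was 651 without control replicate 1, 17 without control replicate 2, 159 without control replicate 3, and 7, 11 and 45 without FR replicates 1, 2 and 3, and 27, 7, 24, 3, 5 and 12 of the 27 named genes past the threshold passed in those 6 fits. DESeq2 gave 457 genes and limma-voom 103, and all 109 kept their direction in both. The groups did not overlap in any of the 109, so their direction could hardly change. Separate animals are not stated in the labels, so the p-values measure only the spread between these samples.

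**Figure D3:**
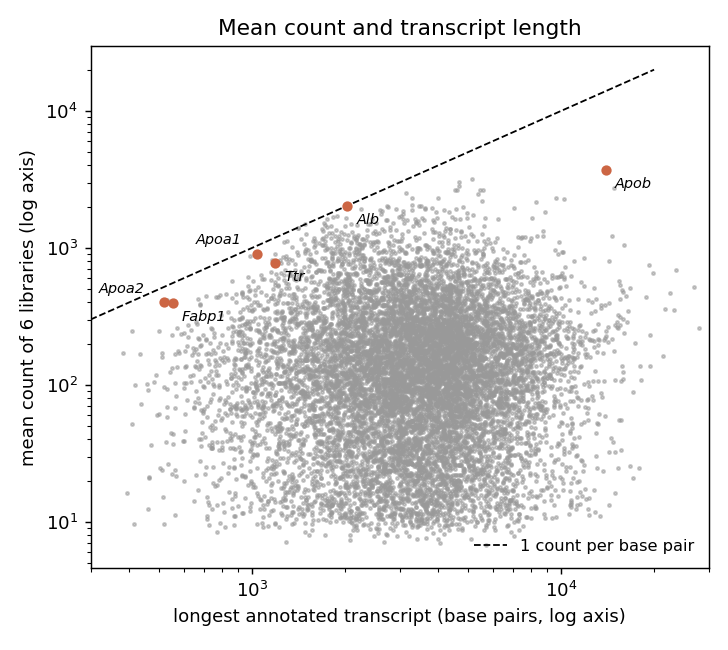
Mean count over the 6 libraries against the length of the longest annotated transcript for tested nuclear protein-coding genes, both on log axes, with 1 count per base pair as a dashed line. Alb lies on the line, with a mean count of 2029 for 2034 base pairs, and Apoa1 just under it, with 896 for 1035 base pairs.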

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

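Of the alternatives here, the 2 that address the count ceiling were chosen after the result was seen; the other 21 were planned. All 109 changed genes kept their direction under every alternative that tested them, 108 of 108 where genes near the ceiling were left out. Of 513 values of the 27 named passing genes under the alternatives, 400 still passed and 513 had the same sign, and Cyp2a5 and Cyp21a1 passed under every one. In all 109 the groups did not overlap in these same libraries, so a kept sign was close to given and does not test the calls. Among named genes that did not pass, 14 values changed sign. The cause was not tested unless given.

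DESeq2 gave 457 changed genes, 252 higher and 205 lower, and limma-voom with sample weights 890, 555 higher and 335 lower, with weights of 0.566, 2.35 and 0.422 for control replicates 1, 2 and 3. Without a filter on low counts there were 1251, 763 higher and 488 lower, and edgeR's prior degrees of freedom became infinite, against 4.11 in the reported fit. At adjusted p under 0.10 there were 322, 174 higher and 148 lower. The other scalings, limma-voom without weights, the robust fit, the CPM filter, the 2-fold threshold and the removal of mitochondrial and Mup genes gave 94 to 116, and the 2 ceiling alternatives 106 and 112. Leaving out each library gave 7 to 651 changed genes, 2 to 434 higher and 5 to 217 lower. The highest were without control replicate 1 and the lowest without FR replicate 1, with 17 without control replicate 2, 159 without control replicate 3, and 11 and 45 without FR replicates 2 and 3.

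With the replicate number as a replicate block there were 21 changed genes, 9 higher and 12 lower, all among the 109. Deviations of same-numbered libraries correlated at -0.0173, 0.108 and 0.153 across genes for numbers 1, 2 and 3. The bound set for pairing was 0.1, which the values for numbers 2 and 3 exceeded. Those of differently numbered libraries ranged from -0.221 to 0.155. The same-numbered values lay within that range, so pairing by number was neither shown nor excluded.

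Against 7 lists, 13 passed without a filter and 12 with a CPM of at least 1 in 3 libraries, while camera with an estimated correlation and fry each gave 0, with 0 and 7 at an unadjusted p under 0.05. The other alternatives in which lists were tested gave 5 to 9. At this depth the self-test recovered 30 of 100 genes changed 2-fold, so changes of that size can be missed.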

Other observations

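The tests of collection time, feeding state, non-hepatocyte share, chromosomal neighbours and regrouped libraries, and the comparison of variance between longer genes and genes near the count ceiling, were chosen after the result was seen, and the genes in the next paragraph were chosen after their values were seen. Bootstrap intervals of differences between lists were taken over the log2 fold changes of genes, so they do not cover the spread between samples.

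Changed genes also lay in lists that did not pass as a whole. Nnmt, a nicotinamide methyltransferase gene, went from 147 ± 12.0 to 61.1 ± 15.5 CPM (mean ± SD, n = 3 per group), a log2 fold change of -1.26 ± 0.20 (SE, edgeR adjusted p = 0.0385). The sterol exporter genes Abcg5 and Abcg8 changed by -0.79 ± 0.12 and -0.72 ± 0.12 (adjusted p = 0.0385 and 0.0414). The cyclin D1 gene Ccnd1 changed by -1.70 ± 0.16 (adjusted p = 0.00711), the liver glycogen synthase gene Gys2 by -0.97 ± 0.14 (adjusted p = 0.0319) and Por, which encodes the reductase that serves microsomal cytochrome P450 enzymes, by -1.04 ± 0.16 (adjusted p = 0.0385).

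Clock genes differed by phase. The 6 genes of the Arntl phase had a median log2 fold change of 1.35 and the 11 of the Per phase -1.77, a gap of 3.121 (95% bootstrap interval 1.75 to 5.55), which is what livers collected at different times of day would show. A shifted clock in the offspring predicts the same gap and the labels give no collection time, so the explanations cannot be told apart. The gap was taken over clock genes only. Whether a difference in collection time also changed other genes, such as Alas1, Cyp2a5, Por and Gys2, was not tested. For feeding state, fasting-induced and feeding-induced genes (12 and 7) differed in median by 0.052 (-0.42 to 1.13), an interval wide enough to hold a difference of 1, so that too may contribute. A difference between offspring of the groups stays open and untested.

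Endothelial markers were higher in FR F1 livers by a median of 1.01. A gain of counts by all genes far below the count ceiling is opposed by the values, since the median lay at percentile 100 among 10000 draws of genes matched on counts per base pair and transcript length (95% of the draws between -0.19 and 0.27). A larger share of all non-hepatocytes would raise their markers alike, and the medians were 0.88 for B cells, 0.74 for stellate cells, 0.54 for cholangiocytes and 0.42 for Kupffer cells. The endothelial median exceeded the Kupffer cell median by 0.591 (95% bootstrap interval 0.09 to 0.87). Taken on log2 ratios of group mean CPM, that excess was 0.525 with all libraries. It was 0.295 without FR replicate 2 and 0.745 without FR replicate 1. Moreover, this pair was the only 1 of 10 pairs of lists with an interval without 0. The 5 lists together did not pass a permutation test across genes (p = 0.0856). A larger share therefore cannot be told apart from a change in the endothelium. A biological difference between the groups stays open and was not tested.

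Counts of abundant protein-coding genes stopped near 1 per base pair of transcript. The 50 such nuclear genes, among those tested, with most counts per base pair spanned 0.677 to 1.01, a 1.49-fold range. Against 1 scaling factor for all counts, which keeps genes in proportion and sets no limit per base pair, genes of the same mean count had a variance to mean ratio of 17.216 when longer, 3.16 times that of the 43 genes at 0.7 or more (95% bootstrap interval 1.75 to 6.60), where the same ratio was predicted. If only 1 read were kept per mapped position, the ratio of the 43 genes was set beforehand to lie below 1, and it was 5.452, which by that bound excludes the explanation. The bound, and the reading made from it, were changed only after the result. Such removal with the common dispersion would itself leave 20.7, and dividing by totals adds 4.33 to a constant count. On raw counts, without that division, the ratio of the 43 genes was 4.18, still above 1, and 9 of them lay below 1. Since removal could itself leave 20.7, this explanation stays open.

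The 10 ways to divide the 6 libraries into 3 and 3 are too few for a share under 0.05; the real division gave 109 changed genes, as many as 1 of the 10, and the highest of the others gave 0. Of the 109 changed genes, 19 had a changed neighbour of the same direction within 1 Mb, against a mean of 9.79 in random draws (share of draws with as many, 0.022), and once overlapping genes and genes with a shared name stem were not counted, 4 were left against 9.48 (share 0.958). The grouping is consistent with overlapping annotations and gene families, among them Cyp2a5, Cyp2g1 and Cyp2a12, and leaves no excess that needs local genetic differences between outbred families, which these counts neither show nor exclude.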
